A study of Mus musculus with 2 samples.

How the data were processed

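Gene expression was measured in single cells from mouse alveolospheres on the BD Rhapsody platform. Per the labels, 5000 sorted epithelial cells and 100000 sorted fibroblasts were seeded per culture, 0.1 µg/ml bleomycin was given from day 8 for 48 h, and cells of day 10 and day 14 were marked with TotalSeq hashtag antibodies, pooled, and 20000 cells were loaded. The 2 samples on record are the cDNA library and the hashtag library of the same pool. The values are whole-number counts per gene and barcode, and per hashtag and barcode, as deposited by the authors without normalization. The submitters' processing notes name cutadapt 3.4, Bowtie2 2.4.2, R 3.6.3 and the GRCm38 genome. The role and order of these tools, and whether counts were collapsed to molecules, are not given in the sources used here.

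The deposited gene table gives each barcode's hashtag in its column name, and these assignments were used. Barcodes whose column name holds the word doublet in place of a hashtag (355) were removed, leaving 12672. Cells needed at least 500 genes and at most 25% of counts from mitochondrial genes, which 12401 barcodes met, and 191 doublet calls of scrublet (1.54%) were removed, leaving 12210 cells. Counts were scaled to 10000 per cell and log-transformed with log1p. Then 2000 variable genes, 30 principal components rounded to 3 decimals, 15 neighbors and Leiden clustering at resolution 1 gave 20 clusters. Tools were Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9. Gene positions came from GENCODE M21.

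Clusters were named from 15 marker lists. A list qualified for a cluster when at least 3 and at least 50% of its markers were 2-fold above all other cells. Among lists that qualified, the one with the most markers among the cluster's 10 leading genes gave the name, then the one with the larger share of markers. A cluster stayed unnamed when several lists qualified without a leading marker or when another list had more leading markers. Cycling was recorded as a state and gave no name. The marker lists were fixed before the data were examined, as were the gene lists, the comparisons and their size rules, but the exact naming rule was written after exploratory clusters had been seen. Genes that name a class or lead a named cluster were left out of the counts. Names carry the ending "-like".

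A total of 21 gene lists with 335 genes were compared, of which 331 genes were in the matrix. They cover p53 targets, senescence and secretory factors, aberrant basaloid genes, TGF-beta ligands and receptors, ephrins and Eph receptors, the EGF family, FGF and niche factors, collagens and matrix, contractile genes, fibroblast subtypes, chemokines and cytokines, interferon response, antigen presentation, surfactant and lipid synthesis, NRF2, DNA repair, S phase, G2/M, immediate early and heat shock genes, the unfolded protein response, and transgene and sex genes. No transgene symbol was in the matrix. Counts were summed over the cells of a class and divided by the class total to give CPM, with a floor of 3 counts in ratios. A gene was called when it had at least 10 CPM in the higher class and differed 2-fold or more in the pool and in each hashtag with at least 20 cells of both classes. This is a rule of size, not a test. With 1 pool there were no replicates and no p-values were computed. Shares have exact binomial (Clopper-Pearson) and counts exact Poisson intervals at 95%. In data simulated from these counts, 200 genes of at least 20 CPM were changed 3-fold. The rule recovered 99.0% of them in the epithelial-fibroblast and 99.5% in the alveolar-airway comparison. It recovered all 200 changed 6-fold and called 0 unchanged genes. As the rule asks for 2-fold in each hashtag, simulated genes without a difference could hardly be called. The 0 therefore does not measure false calls in the real data. Measured genes whose ratio varied between hashtags missed the rule at larger ratios, so this recovery does not describe them. For example, Dram1 was 8.48-fold higher in alveolar than in airway cells but had a lowest hashtag log2 ratio of 0.97.

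Named genes were, per list, up to 4 members with the largest fold among those with at least 10 CPM and the same direction in each hashtag, a fixed set that includes Cdkn1a, Mdm2, Trp53, Krt17, Fn1, Tgfb1, Tgfb2, Tgfb3, Efna3, Efna4, Epha2 and Blmh, and the 5 genes outside the lists with the largest fold each way. Other genes in the text, such as the remaining members of short counts, were chosen after their values were seen. Alternatives changed the resolution, components, variable genes, cell filters, doublet removal, hashtag assignment, weighting of cells, depth, library size and size rule, and left out each hashtag in turn. Day and treatment comparisons were left out because no label ties a hashtag to a day or treatment, and whether untreated cultures were included is not given in the sources used here.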

Results

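Single-cell RNA sequencing was performed on mouse alveolospheres, which are epithelial structures grown in a gel from sorted lung epithelial cells together with sorted lung fibroblasts. Per the labels, cultures received bleomycin, a drug that breaks DNA and is widely used to injure the lung in experiments, at 0.1 µg/ml for 48 h from day 8 of co-culture. Cells from day 10 and day 14 were stained with hashtag antibodies, which carry a DNA barcode that marks the sample of origin, and were pooled. The labels describe 1 pool, measured as a cDNA library and a hashtag library, so the pool had no replicate. They do not state which hashtag marked which culture, day or treatment, or whether untreated cultures were in the pool, so every pooled value covers an unknown mix. The 12 hashtags were therefore handled as samples of unknown group, and neither the days nor treated and untreated cultures were compared.

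The gene table held 518145372 counts for 29964 genes and 13027 barcodes, with 10009 to 219280 counts per barcode (median 35649). After filtering, 12210 cells remained. Each hashtag contributed 661 to 1651 cells (median 978), and the median depth per cell ranged from 30087 to 40022 counts between hashtags. Whether a count is a read or a molecule is not given in the sources used here, and all intervals are 95% intervals that treat counts as independent and cover counting error only.

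The first question was which cell types the cultures held. In the pool, epithelial cells of airway type outnumbered those of alveolar type, with 4776 cells against 1298 AT2-like and AT1-like cells, or 2269 with the 971 Krt8 transitional-like cells that the fixed design counts as alveolar. The order turned in A0308, with 352 AT2-like and 118 AT1-like cells against 106 basal-like, 61 club-like and 63 ciliated-like cells, and, once Krt8 transitional-like cells are counted, in A0312. It also turned among the 508 cells with 80% of their hashtag counts in 1 hashtag, where 20.1% were AT2-like, 11.2% AT1-like, 14.8% basal-like, 5.51% club-like and 5.71% ciliated-like, but only 1 hashtag supplied at least 100 of these cells, so this set does not represent the hashtags evenly. Basal-like cells, named for the stem cells of the airway lining, were the most frequent named class of the pool at 23.3% of all cells (exact binomial interval 22.6 to 24.1%), but fibroblast-like cells were more frequent in A0303, AT2-like and fibroblast-like cells in A0312, and AT2-like, AT1-like and fibroblast-like cells in A0308. Ciliated-like cells made up 8.76% (8.26 to 9.27%) and club-like cells, the secretory cells of the airway, 7.04% (6.60 to 7.51%). Alveolar type 2 (AT2)-like cells, the surfactant producers, made up 8.10% (7.62 to 8.60%), and alveolar type 1 (AT1)-like cells, which form the gas exchange surface, 2.53% (2.26 to 2.82%). Krt8 transitional-like cells, named for an intermediate state between AT2 and AT1 cells, made up 7.95% (7.48 to 8.45%), and fibroblast-like cells 15.4% (14.7 to 16.0%). The Krt8 transitional-like cells lacked AT2 levels of Sftpc (236 against 100761 CPM, with 184 CPM in basal-like cells), Lamp3 (3.42 against 1574 CPM) and H2-Ab1 (2.48 against 402 CPM). Their cluster had 9 of 12 Krt8 transitional, 1 of 12 AT2 and 1 of 11 AT1 markers 2-fold up. Krt8 itself was highest in ciliated-like cells at 2458 CPM, with 1597 CPM in Krt8 transitional-like and 1375 CPM in AT1-like cells. Their marker Areg, at 108 CPM, was lower than in basal-like (401 CPM), AT2-like (239 CPM) and AT1-like cells (187 CPM). It was higher than in the remaining named classes. The place of this class on the alveolar side thus rests on the fixed design. The club-like cluster had 8 of 10 club and 7 of 8 goblet markers 2-fold up.

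The remaining 26.9% of cells (26.1 to 27.7%) fell into 7 clusters that stayed unnamed. For 6 of them no marker list qualified. The largest of them held 1276 cells led by Sult1d1, Ces1h and Fmo3. A pair of clusters with 802 and 328 cells was led by histone and mitotic genes, and 419 cells were led by the interferon-induced genes Ifi27l2a and Isg15. Clusters of 241 cells led by Mycl, Ccno and Myb and of 110 cells led by Fabp4, Car3 and Adipoq had no list either. For the last, 112 cells led by Igkc and Ppbp, several lists qualified and none led, with 8 of 8 leukocyte, 6 of 7 tuft, 5 of 7 neuroendocrine and 8 of 12 Krt8 transitional markers 2-fold up. The Krt8 transitional-like share depended most on the clustering, from 12.3% at the coarser resolution to 0.639% with 50 principal components, and no cluster took the name when doublet calls were kept. Its cluster was led by Edn2, Arg1, Ero1l and Ndrg1, with none of its own markers among the 10 leading genes.

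The classes were then compared between hashtags, as values without grouping. The AT2-like share differed most in relative terms apart from the AT1-like share. It ranged from 0.861% (0.347 to 1.77%) in A0301 to 30.4% (27.8 to 33.1%) in A0308, with a median of 3.64%. The AT1-like share ranged from 0.200% (0.024 to 0.719%) in A0305 to 10.2% (8.51 to 12.1%) in A0308, with a median of 0.844%. Basal-like cells ranged from 9.15% (7.56 to 11.0%) in A0308 to 37.8% (34.1 to 41.6%) in A0304, with a median of 26.3%. Fibroblast-like cells ranged from 5.26% in A0307 to 25.4% in A0303, with a median of 14.3%. Medians of the other named classes were 6.67% for Krt8 transitional-like cells (4.54 to 16.8%), 8.71% for ciliated-like cells (4.36 to 16.5%) and 6.79% for club-like cells (1.78 to 12.2%). The hashtag named by the deposited table held the most hashtag counts in 60.6% of cells and was the most enriched over barcodes outside the matrix in 82.9%. Among the 6731 cells with a clear hashtag, 18.2 to 98.2% of the cells of a hashtag, the AT2-like share ranged from 1.05% in A0301 to 47.9% in A0308.

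**Figure D1:**
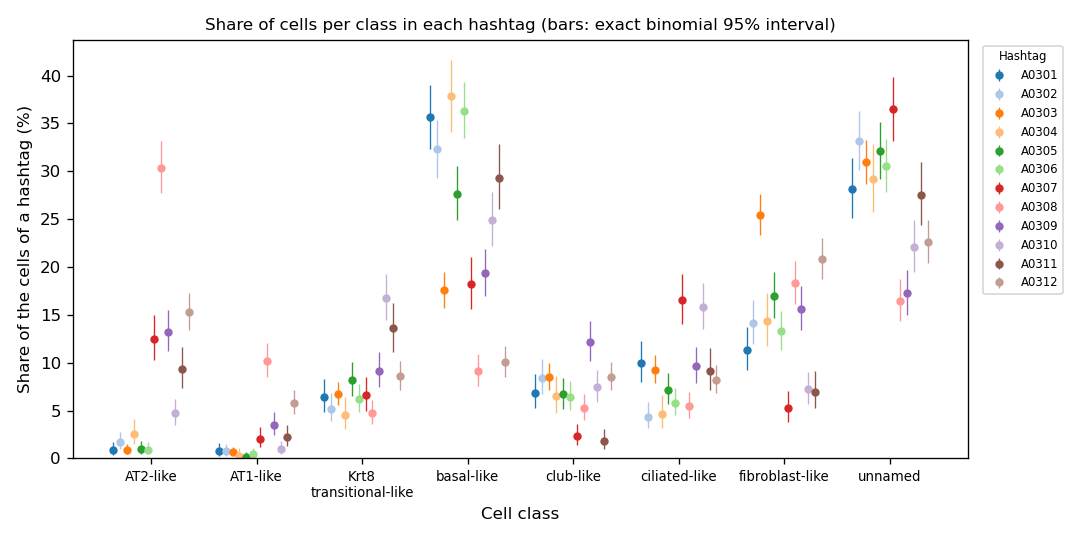
Share of the cells of each hashtag (vertical axis, %) that fell into each cell class (horizontal axis). Each point is 1 of the 12 hashtags and bars are exact binomial 95% intervals for counting error. The AT2-like share spanned 0.861% to 30.4% and the basal-like share 9.15% to 37.8%.

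The next question was which injury, niche and matrix genes each class carried. Of 290 genes on the fixed lists that did not name or lead a class, 88 stood 2-fold or more above the next class, in the pool and in every hashtag with at least 20 cells of both classes. Fibroblast-like cells held 59 of them, basal-like 13, AT1-like 8, AT2-like 4, ciliated-like 3 and Krt8 transitional-like 1, with none in club-like cells. A 3-fold rule left 56. Unnamed clusters were not part of this comparison. The AT1-like genes, Fasn, Elovl1 and Dram1 in AT2-like cells, and Hsp90aa1 in ciliated-like cells, rest on 3 hashtags with enough cells of both classes.

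AT1-like cells had the highest level of Tgfb2, a TGF-beta ligand located on chromosome 1 (186622792 to 186705989, GRCm38), at 166 CPM (counts per 1000000 counts, exact Poisson interval 158 to 175) against 39.6 CPM in fibroblast-like cells. They also led in the cell cycle inhibitor Cdkn2b (179 against 44.4 CPM in ciliated-like cells), the laminin chain Lamc2 (342 against 94.2 CPM in AT2-like cells) and the Wnt ligand Wnt7a (55.3 against 4.86 CPM in AT2-like cells). The other AT1-like genes were Cnn2, Cxcl16, Ifit2 and Ifit3. The AT1-like cluster had 8 of 11 AT1, 5 of 12 AT2 and 4 of 12 Krt8 transitional markers 2-fold up. It also held the AT2 marker Sftpc at 26308 CPM. Whether the AT1-like genes are traits of AT1 cells alone was not tested. Only A0308, A0309 and A0312 had enough AT1-like cells, so A0307, with Ifit3 at 77.1 CPM in basal-like cells, did not enter. The unnamed cluster led by Ifi27l2a and Isg15 was not compared either. AT2-like cells led in the fatty acid genes Fasn (1765 against 396 CPM in AT1-like cells), Elovl1 (2552 against 469 CPM) and Acsl4 (565 against 213 CPM in fibroblast-like cells), and in Dram1 (1306 against 458 CPM), a gene of the same list that is known for a role in autophagy. Krt8 transitional-like cells led in Igfbp3, a secreted factor of the senescence list, at 1611 CPM against 467 CPM in basal-like cells.

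Basal-like cells led in Krt17, an intermediate filament gene of the aberrant basaloid list, at 553 CPM (548 to 558) against 128 CPM in Krt8 transitional-like cells. The difference held in all 12 hashtags. Perp, a p53 target that encodes a cell junction protein, stood at 551 against 161 CPM. Among the named classes, genes of DNA replication were also highest in basal-like cells. All 13 compared members of the S phase list had their highest level there. Of these, 7 were 2-fold above the next class, including Mcm3 (147 against 31.7 CPM) and Hells (153 against 34.4 CPM). Of the 4 basal-like clusters, the 2 with 514 and 493 cells had 9 and 8 of the 9 cycling markers 2-fold up. The unnamed clusters of 802 and 328 cells, with 9 and 6 of these markers 2-fold up, were left out of the comparison. The remaining basal-like genes were Lmnb1, Wnt4, Rad51 and Aurkb.

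Ciliated-like cells carried the chaperone gene Hsp90aa1 at 8909 CPM (8886 to 8932) against 763 CPM in AT1-like cells, and also led in Atr and Usp18. Cdkn1a, the p53 target that encodes the cell cycle inhibitor p21 (chromosome 17, 29090976 to 29100727, GRCm38), was highest there as well, at 1153 CPM (1145 to 1162). It reached 609 CPM (592 to 625) in AT1-like, 414 CPM in fibroblast-like, 347 CPM in Krt8 transitional-like, 283 CPM in club-like, 275 CPM in AT2-like and 65.6 CPM (63.9 to 67.3) in basal-like cells. It missed the size rule. The 2 ciliated-like clusters had 1543 and 651 CPM, and the unnamed cluster led by Mycl and Ccno had 1317 CPM. By the median, the leading genes of that unnamed cluster stood at 84.0% of their level there in the first ciliated-like cluster. In the other they stood at 3.50%. In the first, Mycl stood at 14.8% and Retnlb at 25.1%, while Ccno stood at 106%, Mcidas at 124% and Shisa8 at 139%. Of the 20 p53 targets, Perp in basal-like and Eda2r in fibroblast-like cells met the rule. Trp53 itself was highest in basal-like cells (174 CPM) and lowest in ciliated-like cells (31.4 CPM).

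**Figure D2:**
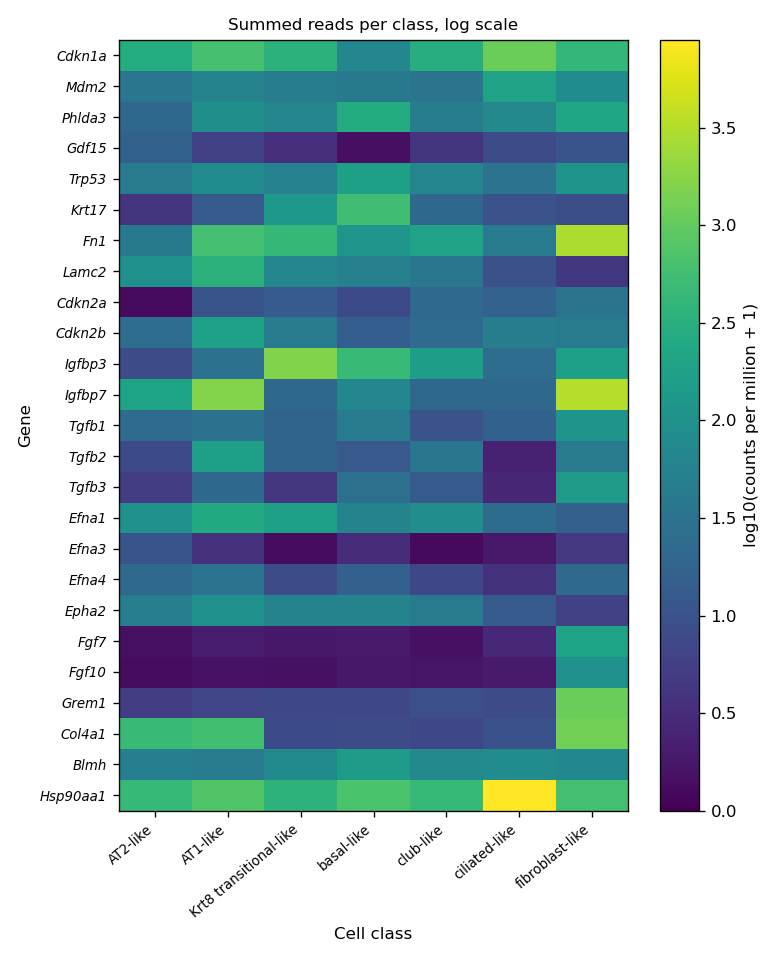
Level of selected list genes (vertical axis) in each named class (horizontal axis), as log10 of summed CPM with an offset, on the color scale. Cdkn1a reached 1153 CPM in ciliated-like cells, Tgfb2 166 CPM in AT1-like cells and Fn1 2933 CPM in fibroblast-like cells.

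Several lists gave few or no class with a clear lead. Of the 13 ephrin genes with at least 10 CPM, which encode ligands and receptors of cell contact signaling, only Epha3 met the rule, in fibroblast-like cells. Epha2 was highest in AT1-like cells at 95.1 CPM, and Efna4 stood at 30.6 CPM in AT1-like, 22.5 CPM in fibroblast-like and 22.0 CPM in AT2-like cells. No gene of the EGF family, antigen presentation, NRF2 or unfolded protein response lists met the rule. In fibroblast-like cells the rule was met by 15 of 19 matrix, 14 of 23 niche, 11 of 17 fibroblast subtype, 8 of 13 TGF-beta and 6 of 16 chemokine genes, for example Hgf (159 against 0.890 CPM in the next class). Across classes it was met by 4 of 12 senescence, 6 of 13 aberrant basaloid, 2 of 5 contractile, 3 of 13 interferon, 5 of 12 lipid, 2 of 19 DNA repair, 1 of 6 G2/M, 1 of 17 immediate early and heat shock, and 1 of 5 sex-linked genes. The surfactant gene Sftpc, at 100761 CPM in AT2-like cells, was also counted at 26308 CPM in AT1-like cells. In the Krt8 transitional-like, airway and fibroblast classes it was counted at 175 to 522 CPM. Sftpc counts were found in 90.6% of fibroblast-like cells, which should lack it, at a median depth of 41579 counts and, after each cell was thinned to 10000 counts, in 55.5%, so a share of cells with a count was not read as expression. For Cdkn1a the corresponding shares were 99.3% and 96.9% in ciliated-like cells at a median depth of 59739 counts, against 41.8% and 27.2% in basal-like cells at 27798 counts.

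Epithelial and fibroblast compartments were compared to ask which signals each side of the co-culture carried. All named epithelial classes together (7045 cells) were set against fibroblast-like cells (1877 cells), over 12 hashtags. Fibroblast-like cells carried most of the matrix and growth factor genes. Of 249 list genes with at least 10 CPM, 69 were higher in fibroblast-like and 33 in epithelial cells by the size rule, which asked for a 2-fold difference in the pool and in each hashtag.

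Among 19 matrix genes, 17 were higher in fibroblast-like cells, such as Col5a2 (1082 against 4.81 CPM), Fbn1 (715 against 3.12 CPM), Loxl1 (531 against 1.98 CPM) and fibronectin, Fn1 (2933 CPM, 2921 to 2944, against 146 CPM, 144 to 147). The 2 exceptions were the laminin genes Lamc2 and Lama5 of the epithelial basement membrane. Of 21 genes for FGFs and other niche factors, 14 were higher in fibroblast-like cells, among them Hgf (159 against 0.621 CPM), Rspo3 (51.5 against 0.135 CPM) and the FGF7 gene Fgf7 (195 against 1.02 CPM). Met, which encodes the HGF receptor, and Wnt7b were higher in epithelial cells. TGF-beta genes were higher in fibroblast-like cells for 9 of 13 members, with Tgfb3 at 130.4 against 13.4 CPM, Inhba at 132 against 7.01 CPM and Tgfb1 at 111 against 24.9 CPM. Tgfb2 stood at 39.6 against 17.3 CPM and missed the rule, with hashtag log2 ratios of epithelial over fibroblast from -2.48 to -0.13. Chemokine and cytokine genes were higher in fibroblast-like cells for 8 of 14 members, including Cxcl12 (548 against 2.54 CPM), Tslp (63.5 against 0.459 CPM) and Il6 (52.1 against 0.953 CPM), while Cxcl17 was epithelial. Fibroblast subtype genes followed for 11 of 17, and the 4 on the epithelial side were Dpp4, Lcn2, Ces1d and Ly6c1. Senescence genes were higher in fibroblast-like cells for 4 of 10 and in epithelial cells for 1, and contractile genes for 2 of 5, Myl9 and Tagln.

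Epithelial cells carried Krt17 at 212 CPM (209.8 to 213) against 7.95 CPM. The aberrant basaloid list was split, with 2 of 12 genes on the epithelial and 4 on the fibroblast side, the latter including Vim and Cdh2. Receptors of the EGF family Erbb3 (40.9 against 1.02 CPM) and Erbb2 (68.0 against 16.6 CPM) were epithelial. In contrast, Egfr (148 against 30.1 CPM) and its ligand gene Ereg (119 against 26.5 CPM) were higher in fibroblast-like cells, out of 7 members. Areg, another ligand gene of this list, is a naming marker and was left out of the 7. It stood at 204 CPM in epithelial against 18.2 CPM in fibroblast-like cells, higher in 12 of 12 hashtags. Among 13 ephrin genes, Epha1 (22.3-fold), Epha2 (8.64-fold) and Efna1 (5.09-fold) were epithelial and 2 were on the fibroblast side. Efna4 missed the rule, at 11.5 CPM in epithelial against 22.5 CPM in fibroblast-like cells, and was lower in epithelial cells in 12 of 12 hashtags. The NRF2 list, which covers antioxidant enzymes, gave 3 of 16 on the epithelial side, Gpx2 (963 against 39.8 CPM), Gsta4 (788 against 53.8 CPM) and Gsr. Immediate early and heat shock genes gave 4 of 17 (Atf3, 11.4-fold), DNA repair 3 of 15 (Xrcc5, Msh2 and H2ax), antigen presentation 3 of 8 (H2-Aa, 34.6-fold), interferon response 2 of 10 (Usp18 and Rsad2) and G2/M genes 1 of 6 (Aurka), all epithelial. Of the lipid genes, 1 of 12 met the rule, Lpl on the fibroblast side. No gene of the S phase (12) or unfolded protein response (11) lists met it. The p53 list of 18 genes gave Perp on the epithelial and Eda2r on the fibroblast side. Cdkn1a stood at 440.1 CPM (438 to 443) against 414 CPM (410.0 to 419), with hashtag log2 ratios from -1.05 to 0.82, and Mdm2, which encodes the ubiquitin ligase of p53, at 75.2 against 79.4 CPM.

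Of the sex-linked genes, Xist, which is transcribed from the inactive X of females, was the only one of 5 to meet the rule, at 323 CPM (319 to 327) in fibroblast-like against 3.14 CPM (2.92 to 3.36) in epithelial cells. Outside the lists, Kcns3, Lrrn2, Vstm4, Mmp8 and Meox2 had the largest ratios toward fibroblast-like cells and Gm15402, Fam166c, Gm21149, Ttc29 and Cfap299 toward epithelial cells.

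Alveolar and airway epithelium were compared for the same lists, with 2269 and 4776 cells over 12 hashtags. Class II antigen presentation genes, the type IV collagen genes Col4a1 and Col4a2 and the lipid enzyme genes Lpcat1, Elovl1 and Fasn were higher on the alveolar side, and Krt17 and the cell cycle genes Aurka, Tpx2 and Uhrf1 on the airway side. The unnamed cycling clusters of 802 and 328 cells were on neither side. Of 208 list genes with at least 10 CPM, 20 were higher in alveolar and 19 in airway cells. Leaving out the Krt8 transitional-like cells, a choice made after the data were seen, gave 29 and 29. In hashtags with few AT2-like cells the alveolar side was mostly Krt8 transitional-like, for example 52 such cells against 7 AT2-like and 6 AT1-like cells in A0301. After thinning, 13 genes were higher in alveolar cells, and a 3-fold rule left 12 and 6.

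Antigen presentation genes were alveolar for 5 of 9 members, with H2-Aa at 225 CPM (222 to 229) against 1.56 CPM (1.39 to 1.75), H2-Ab1 at 238 against 2.25 CPM and Ciita, the class II transactivator gene, at 19.0 against 0.266 CPM. Lipid genes were alveolar for 3 of 12, Lpcat1 (1213 against 27.1 CPM), Elovl1 (1302 against 71.5 CPM) and Fasn (937 against 148 CPM). Matrix genes were alveolar for 3 of 11, Col4a1 (295 against 7.67 CPM), Col4a2 (211 against 4.63 CPM) and Col6a1. Ephrin genes were alveolar for 3 of 12, Efna1 (149.7 against 51.5 CPM), Epha4 (86.0 against 27.0 CPM) and Epha7. Bmp4 was the alveolar and Wnt4 the airway member among 9 niche factors, Dpp4 and Pi16 likewise among 7 fibroblast subtype genes. Of 8 senescence genes, Igfbp7 (299 against 42.6 CPM) and Cxcl2 (22.1 against 0.856 CPM) were alveolar. Cxcl2 stood at 53.3 CPM in Krt8 transitional-like cells against 1.21 CPM in AT2-like and 0.695 CPM in AT1-like cells, and its log2 ratio turned from 4.69 to -2.42 when doublet calls were kept, where no cluster had that name. Of 7 chemokines, Cxcl2 and Cxcl16 were alveolar and Ccl11 (48.8 against 1.25 CPM) airway.

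Airway cells carried Krt17 at 271 CPM (269 to 273) against 54.5 CPM (52.8 to 56.2), the only one of 10 aberrant basaloid genes to meet the rule. The airway level came from basal-like cells (553 CPM), with 19.8 CPM in club-like and 9.43 CPM in ciliated-like cells. On the alveolar side Krt17 stood at 128 CPM in Krt8 transitional-like, 12.3 CPM in AT1-like and 3.12 CPM in AT2-like cells. All 6 G2/M and all 13 S phase genes were higher on the airway side in the pool, and 4 and 3 of them met the rule, among them Aurka (41.1 against 5.85 CPM), Tpx2 (88.8 against 13.6 CPM) and Uhrf1 (78.6 against 12.9 CPM). DNA repair genes followed for 2 of 16, H2ax (132 against 20.8 CPM) and Brca2. NRF2 genes were airway for 4 of 16, Gpx2 (1271 against 149 CPM), Nqo1 (20.2 against 5.08 CPM), Gstm1 and Gclm, whereas Hmox1 (76.6 against 19.6 CPM) was alveolar. Gclc stood at 882 CPM in alveolar against 150.5 CPM in airway cells without meeting the rule in each hashtag. Hsp90aa1 (3449 against 447 CPM) was the only one of 17 immediate early and heat shock genes to meet the rule. Phlda3, a p53 target that restrains AKT, stood at 159.9 against 45.4 CPM, the only one of 17 p53 targets. Cdkn1a stood at 345 CPM (340.4 to 349) in alveolar against 476 CPM (473 to 479) in airway cells and Mdm2 at 41.6 against 88.0 CPM, and neither met the rule. Fn1 (261 against 102 CPM), Tgfb2 (30.6 against 12.3 CPM), Efna4 (1.80-fold) and Blmh, which encodes the enzyme that inactivates bleomycin (59.0 against 113 CPM), also missed it. These sums hide differences within each side. AT2-like cells had only 38.8 CPM of Fn1, against 578 CPM in AT1-like and 428 CPM in Krt8 transitional-like cells. Tgfb2 stood at 6.80 CPM in AT2-like and 166 CPM in AT1-like cells. Blmh stood at 153 CPM in basal-like, 71.0 CPM in club-like and 79.8 CPM in ciliated-like cells. On the alveolar side it stood at 74.3 CPM in Krt8 transitional-like, 50.5 CPM in AT2-like and 41.9 CPM in AT1-like cells. No gene of the TGF-beta (10), EGF family (7), contractile (3), interferon (11), unfolded protein response (11) or sex-linked (4) lists met the rule. Outside the lists, Sp5, Rgs4, Bcl2a1b, Tspan11 and Slc38a4 had the largest ratios toward alveolar cells and D730003K21Rik, Sptlc3, Gm21149, Kcnmb2 and Cfap53 toward airway cells.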

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

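The test of cell filters and clustering, both tests of mixed barcodes with the unnamed cluster led by Mycl and Ccno, and both tests on the Adipoq cluster were chosen only after the result was seen.

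The hashtag table held counts for 3 hashtags that no column of the gene table carries, 2083 for A0313, 201 for A0314 and 125 for A0315, each above the limit that a count of 0 allows. Of its 45009870 counts, 89.1% lay in barcodes outside the gene table, which held 13027 of 874533 barcodes.

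The AT2-like share ranged from 0.861% in A0301 to 30.4% in A0308. Wrong hashtag assignment as the source would narrow the range among cells with a clear hashtag, but the range there was 158.6% of that over all cells, 46.8 against 29.5 percentage points. Clear cells were 18.2 to 98.2% of a hashtag's cells, and the share moved from 15.3% to 38.5% in A0312, so the width of that range also depends on which cells are clear, yet it was 12.6% in A0307 with 802 of 817 cells clear and 1.05% in A0301 with 667 of 813. Cell filters or clustering as the source would leave a like share of unfiltered barcodes with Sftpc above 2% of counts, but that share ran from 1.16% to 34.2%, a 29.5-fold range. As the labels put no hashtag in a group, no biological explanation was tested, and differences between cultures may remain as an open explanation. Xist and Ddx3y in fibroblast-like cells, given further below, also differed between hashtags, and their relation to the AT2-like share was not tested.

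Among the named classes, Cdkn1a was highest in ciliated-like cells, at 1153 CPM, while the unnamed cluster led by Mycl and Ccno had 1317 CPM. The 17 other p53 targets compared did not rise as a group, ciliated-like over other airway classes. Their median log2 ratio was -0.85 with an upper quartile of 0.27, against 3.20 for Cdkn1a. Of the 17, 5 were higher in ciliated-like cells. The 4 that were 2-fold up were Mdm2 (2.36), Trp53inp1 (2.42), Bbc3 (2.38) and Fas (2.13). The other airway classes held 2847 basal-like and 860 club-like cells, so the median mainly reflects the basal-like level. It cannot exclude p53 activity on some targets as the source. Barcodes that mix in cells of the cluster led by Mycl and Ccno would bring in all its leading genes at 1 share, and the 2 lowest of these allow 21.5% of the Cdkn1a of the ciliated-like cluster with 1543 CPM (13.9 to 34.4% over 5 hashtags) and 3.53% of that of the cluster with 651 CPM (0.597 to 1.87% over 4 hashtags). In each of the 5 hashtags the first of these clusters also had more Cdkn1a than the cluster led by Mycl and Ccno, which argues against such mixing as the main source. The ciliated-like cluster with 1543 CPM also had Ccno and Mcidas among its own leading genes. They stood at 106% and 124% of their level in the cluster led by Mycl and Ccno, more than mixing alone can give. Whether these clusters share a cell state was not tested. A smaller contribution of such mixing stays open, and no other biological explanation was tested.

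A cluster of 110 cells carried the adipocyte genes Fabp4 (9372 CPM), Adipoq (746 CPM), Retn (761 CPM) and Lpl (9717 CPM), although cultures were seeded with sorted epithelial cells and fibroblasts. Mixed barcodes of other classes do not explain it, since Adipoq was 1247-fold above the next cluster. Cells of the epithelial donors do not either, since Xist was 61.9-fold above the epithelial classes, at 194 against 3.14 CPM. Cells that came with the fibroblasts may be the source, as a hypothesis that was not tested further, and no biological explanation was tested.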

How the results depend on the processing

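Naming clusters by marker share alone and leaving out the Krt8 transitional-like cells were chosen only after the result was seen. Of the values that answer a comparison, 228 stayed within their interval, or 1.5 times for counts, and 66 moved, leaving aside 2 settings that changed no cell. Of those for single named genes, 3599 stayed, 195 moved and 1 reversed. The reversal was Cxcl2, alveolar over airway, at a log2 ratio of -2.42 with doublet calls kept. No cluster was then named Krt8 transitional-like, the class that held the Cxcl2 counts. For the other moves the cause was not tested unless stated.

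At resolution 0.5 the shares were 12.3% Krt8 transitional-like, 26.6% basal-like, 10.5% ciliated-like and 16.6% unnamed, with basal-like at 11.9% in A0308 and 41.9% in A0304. At resolution 2 they were 8.66% AT2-like, 1.97% AT1-like, 6.61% Krt8 transitional-like, 5.05% club-like and 7.44% ciliated-like. With 50 principal components they were 0.639% Krt8 transitional-like and 24.0% unnamed, and with 4000 variable genes 3.66% Krt8 transitional-like, 24.6% basal-like, 6.39% club-like, 9.98% ciliated-like, 16.3% fibroblast-like and 20.9% unnamed. Without a mitochondrial limit they were 5.15% club-like and 21.9% unnamed, and with doublet calls kept 0% Krt8 transitional-like, 25.1% basal-like, 5.59% club-like and 25.0% unnamed. By marker share alone they were 0% club-like and 26.0% unnamed, since the 860 club-like cells took the name goblet and 112 unnamed cells the name leukocyte. The 508 cells with 80% of hashtag counts in 1 hashtag were 20.1% AT2-like, 11.2% AT1-like, 5.51% Krt8 transitional-like, 14.8% basal-like, 5.51% club-like, 5.71% ciliated-like, 12.8% fibroblast-like and 24.4% unnamed, where the set of cells itself differs. Minimums of 200 and 1000 genes kept the same cells as 500, say nothing about stability and are the settings left aside.

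Leaving out each hashtag gave AT2-like shares of 5.76 to 9.22%, AT1-like 1.73 to 2.82%, Krt8 transitional-like 7.21 to 8.29%, basal-like 22.0 to 25.0%, club-like 6.59 to 7.38%, ciliated-like 8.16 to 9.12%, fibroblast-like 13.8 to 16.1% and unnamed 26.2 to 28.0%. The 3-fold rule, stricter by construction, left 56 genes by class, 12 alveolar and 6 airway genes. Thinned cells gave 13 alveolar genes, and leaving out Krt8 transitional-like cells gave 29 airway genes. The counts of genes by class ranged from 74 to 92 under the other alternatives, and the epithelial and fibroblast counts from 22 to 36 and from 64 to 71 under all of theirs. The alternatives foreseen for days and treatments, including edgeR, DESeq2 and a replicate block, were not run because those comparisons were not made. The number of cells limits the AT1-like class most, the smallest of the named classes.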

Other observations

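The genes and the comparison in the first 2 paragraphs were chosen only after the result was seen. In the Krt8 transitional-like cluster and a basal-like cluster of 628 cells, Egln3, which encodes an oxygen-sensing enzyme, stood at 1343 and 1061 CPM, against 244 CPM in the largest basal-like cluster and 7.69 CPM in the larger AT2-like cluster. Bnip3 stood at 482 and 378 CPM against 79.5 and 98.8 CPM, and Vegfa at 163 and 189 CPM against 46.6 and 121 CPM. Ndrg1 (941 and 891 CPM against 68.9 and 14.8 CPM) leads both clusters and Adm (637 and 526 CPM against 119 and 3.18 CPM) leads the first, so their levels follow from the clustering. These are single genes, and no list for a response to low oxygen was fixed or tested.

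The 2 fibroblast-like clusters, with 1148 and 729 cells, were compared by the same size rule in the 9 hashtags with at least 20 cells of both. Of 18 matrix genes, 4 were higher in the larger cluster, Tnc (211 against 27.6 CPM), Lox (580 against 197 CPM), Col15a1 and Cthrc1, and none in the other. Of 20 niche factors, Wnt4 (45.4 against 239 CPM) and Bmp5 (38.1 against 194 CPM) were higher in the smaller cluster, and Fgf7 stood at 195 and 193 CPM. Of 5 contractile genes, Tagln alone met the rule (92.3 against 5.49 CPM). Acta2 stood at 153 against 22.8 CPM, with hashtag log2 ratios from 0.36 to 4.66, and in all fibroblast-like cells it ranged from 22.9 CPM in A0302 to 279 CPM in A0308. The split of cells also differed, with 162 against 50 cells in A0308 and 190 against 230 in A0303.

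In fibroblast-like cells, Xist stood at 74.5, 148, 117, 106, 143, 257, 365, 629.6, 596, 563, 559 and 525 CPM in A0301 to A0312, in that order. The Y-linked gene Ddx3y stood at 117, 82.6, 107, 100.0, 108, 108, 30.2, 30.0, 37.3, 43.2, 25.9 and 41.3 CPM in the same order. In epithelial cells Xist ranged from 1.55 to 6.97 CPM over the hashtags. The AT2-like share in the same order was 0.861, 1.70, 0.909, 2.57, 0.998, 0.923, 12.5, 30.4, 13.3, 4.72, 9.33 and 15.3%. Fibroblast-like cells of every hashtag thus carried counts of both sex-linked genes. In A0301 to A0306, Xist was at most 257 CPM, Ddx3y at least 82.6 CPM and the AT2-like share at most 2.57%. In A0307 to A0312, Xist was at least 365 CPM, Ddx3y at most 43.2 CPM and the AT2-like share at least 4.72%. This split of the hashtags was drawn from the values themselves, so it is a description and not a test. Whether these differences are linked was not tested. Which hashtag marked which culture is not on record, so the values are given without a grouping by treatment or day.

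The unnamed cluster with interferon-induced genes, where Isg15 reached 266 CPM and Irf7 120.1 CPM, held 24.8% of the cells of A0307, 12.2% of A0311 and 5.24% of A0310. In A0301 to A0306 it held 0.615, 0.425, 1.03, 0.454, 0.499 and 0.738%, and in A0308, A0309 and A0312 it held 1.12, 0.698 and 1.07%. Of its 419 cells, 203 came from A0307. The signal in A0307 was not limited to this cluster. Isg15 stood at 398 CPM in basal-like cells of A0307 against 1.46 to 28.0 CPM in the other hashtags, Ifit3 at 77.1 against 0.0936 to 6.35 CPM, and Isg15 in the 43 fibroblast-like cells of A0307 at 106 against 6.69 to 29.9 CPM. The adipocyte gene cluster held 0 to 23 cells per hashtag.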
